# A novel mode of induction of the humoral innate immune response in *Drosophila* larvae

**DOI:** 10.1242/dmm.027102

**Published:** 2017-03-01

**Authors:** Hiroyuki Kenmoku, Aki Hori, Takayuki Kuraishi, Shoichiro Kurata

**Keywords:** Innate immunity, *Drosophila*, Larvae

## Abstract

*Drosophila* adults have been utilized as a genetically tractable model organism to decipher the molecular mechanisms of humoral innate immune responses. In an effort to promote the utility of *Drosophila* larvae as an additional model system, in this study, we describe a novel aspect of an induction mechanism for innate immunity in these larvae. By using a fine tungsten needle created for manipulating semi-conductor devices, larvae were subjected to septic injury. However, although Toll pathway mutants were susceptible to infection with Gram-positive bacteria as had been shown for *Drosophila* adults, microbe clearance was not affected in the mutants. In addition, *Drosophila* larvae were found to be sensitive to mechanical stimuli with respect to the activation of a sterile humoral response. In particular, pinching with forceps to a degree that might cause minor damage to larval tissues could induce the expression of the antifungal peptide gene *Drosomycin*; notably, this induction was partially independent of the Toll and immune deficiency pathways. We therefore propose that *Drosophila* larvae might serve as a useful model to analyze the infectious and non-infectious inflammation that underlies various inflammatory diseases such as ischemia, atherosclerosis and cancer.

## Abstract (precis)

**Editors' choice:** *Drosophila* larvae represent a useful model of infectious inflammation and sterilely induced humoral innate response, which are relevant for disorders associated with chronic inflammation.

## INTRODUCTION

*Drosophila* adults have been used as a leading model organism to investigate molecular mechanisms of innate immunity (Lemaitre and Hoffmann, 2007; Buchon et al., 2014) since it was first demonstrated in 1996 that the Toll pathway, which was initially characterized as an essential pathway for dorsoventral patterning in *Drosophila* embryos (Anderson et al., 1985a,b), was required for the induction of the antifungal peptide gene *Drosomycin* (*Drs*) upon fungal infection (Lemaitre et al., 1996). In particular, *Drosophila* adult models have contributed to identifying genes required for the humoral innate immune responses and for the production of antimicrobial peptides (AMPs) and melanization factors (Lemaitre et al., 1995; Rämet and Hultmark, 2014). In *Drosophila* adults, AMP induction upon challenge with microbes is controlled by two distinct signaling pathways, the Toll and immune deficiency (IMD) pathways (Lemaitre and Hoffmann, 2007; Valanne et al., 2011; Myllymäki et al., 2014). The Toll pathway is required for the induction of *Drs* and for survival following systemic infection with Gram-positive bacteria or fungi (Ferrandon et al., 2007). Specifically, the recognition of lysine-type peptidoglycans or β-glucans from microbes by the PGRP-SA/GNBP1 complex or by GNBP3 in the hemolymph activates modular serine protease (ModSP), followed by activation of Spätzle (Spz)-processing enzyme and cleavage of Spz, a protein ligand of the Toll receptor (Gottar et al., 2002, 2003, 2006; Jang et al., 2006; [Bibr DMM027102C9][Bibr DMM027102C10]). In addition, so-called ‘danger signals’ also activate the Toll pathway through the protease Persephone (Psh). For example, exogenous danger signals such as PR1 secreted from pathogenic fungi, as well as endogenous danger signals generated in apoptosis-deficient mutants, lead to the activation of Psh and subsequent processing of Spz (Chamy et al., 2008; Ming et al., 2014; Obata et al., 2014). The active form of Spz induces conformational changes in the Toll receptor, activates Toll intracellular signaling (Kanoh et al., 2015b) and ultimately leads to the nuclear translocation of nuclear factor-kappa B (NF-κB) proteins Dif and Dorsal, inducing the expression of antimicrobial peptide genes including *Drs* (Lindsay and Wasserman, 2014). Conversely, the IMD pathway recognizes diaminopimelic acid-type peptidoglycans derived from Gram-negative bacteria via peptidoglycan recognition protein (PGRP)-LC and PGRP-LE (Kleino and Silverman, 2014). These receptors facilitate downstream signaling via the adaptor protein IMD, activate the NF-κB protein Relish, and induce the expression of antimicrobial peptides such as *Diptericin* (*Dpt*) (Paquette et al., 2010). Notably, these pathways are essentially characterized in *Drosophila* adults.

In contrast, *Drosophila* larvae have been largely utilized for dissecting cellular immune responses, particularly for nematode and wasp infections (Paddibhatla et al., 2010; Arefin et al., 2015; Kucerova et al., 2015; Hillyer, 2016). Insect hemocytes, representing blood cells, are composed of three cell types: plasmatocytes, crystal cells, and lamellocytes. These play central roles in cellular immunity by phagocytosing bacteria (plasmatocytes), involvement in the melanization process (crystal cells) and forming capsules around wasp eggs, a process referred to as encapsulation (lamellocytes) (Honti et al., 2014; Gold and Brückner, 2015; Parsons and Foley, 2016). For example, recent studies have begun to unravel the complex encapsulation processes by using *Drosophila* larvae upon infection with parasitoid wasps such as *Leptopilina boulardi* (Kari et al., 2016). In addition, the fat body, an immune-responsive organ in flies functionally resembling the mammalian liver, expresses *edin* and utilizes Toll signaling to control the numbers of plasmatocytes (Schmid et al., 2014; Vanha-aho et al., 2015). Finally, JAK-STAT signaling in somatic muscles is important for inducing the encapsulation reaction and controls the number of circulating lamellocytes (Yang et al., 2015).

By contrast, only a handful of studies have been published related to use of the *Drosophila* larval model of bacterial infection to analyze humoral immune responses (Ferrandon et al., 1998; Manfruelli et al., 1999; Ligoxygakis et al., 2002; Shia et al., 2009; Yamamoto-Hino et al., 2015; Yamamoto-Hino and Goto, 2016). Because these studies implicate intriguing differences in terms of the induction mechanisms of AMPs between larvae and adults, a larval model might thus have the potential to identify novel molecular mechanisms. However, it is possible that the limited numbers of publications on larval bacterial infection might partly be due to technical difficulties in the manufacture of uniform tungsten wires sharpened by electrolysis and their use in introducing infections (Romeo and Lemaitre, 2008) without causing severe damage that leads to the death of the larvae. Consistent with this likelihood, the survival and colony-forming assays upon systemic infection in larvae have been seldom reported. Here, we present a method to perform larval infection using a tungsten needle provided by a manufacturer that produces pins for testing semi-conductor devices. By using this uniform and solid needle, we were able to successfully perform and investigate bacterial infection in *Drosophila* larvae. In addition, we found that mechanical stimuli generated by pinching larvae with forceps resulted in the sterile induction of a antimicrobial peptide, providing a novel model for non-infectious activation of the humoral innate immune response.

## RESULTS

### The Toll pathway is required for survival against Gram-positive bacterial infection in larvae but not for bacterial removal

To easily and consistently perform infection using third instar larvae, we employed a fine tungsten needle used for the examination of semiconductor devices. With this needle, over 80% of larvae were able to survive following a clean injury in the wild type and in Toll pathway and IMD pathway mutants (Fig. 1A). By pricking larvae with a needle dipped into a pellet of Gram-positive bacteria *Staphylococcus saprophyticus*, we found that Toll pathway mutants were susceptible to the infection (Fig. 1B), although the number of bacteria in the infected whole mutant larvae after any time point was similar to that in the wild type (Fig. 1C). These results suggest that the Toll pathway is dispensable for bacterial clearance in larvae, showing a sharp contrast to the results from *Drosophila* adults in which the Toll pathway is required for the removal of bacteria upon Gram-positive bacterial challenge. Notably, although the induction of the antifungal peptide gene *Drs* was slightly lower in Toll pathway mutants than in wild-type larvae, substantial induction of *Drs* still remained in the mutants (Fig. 1D), consistent with the results of Manfruelli et al. (1999).

**Fig. 1.**
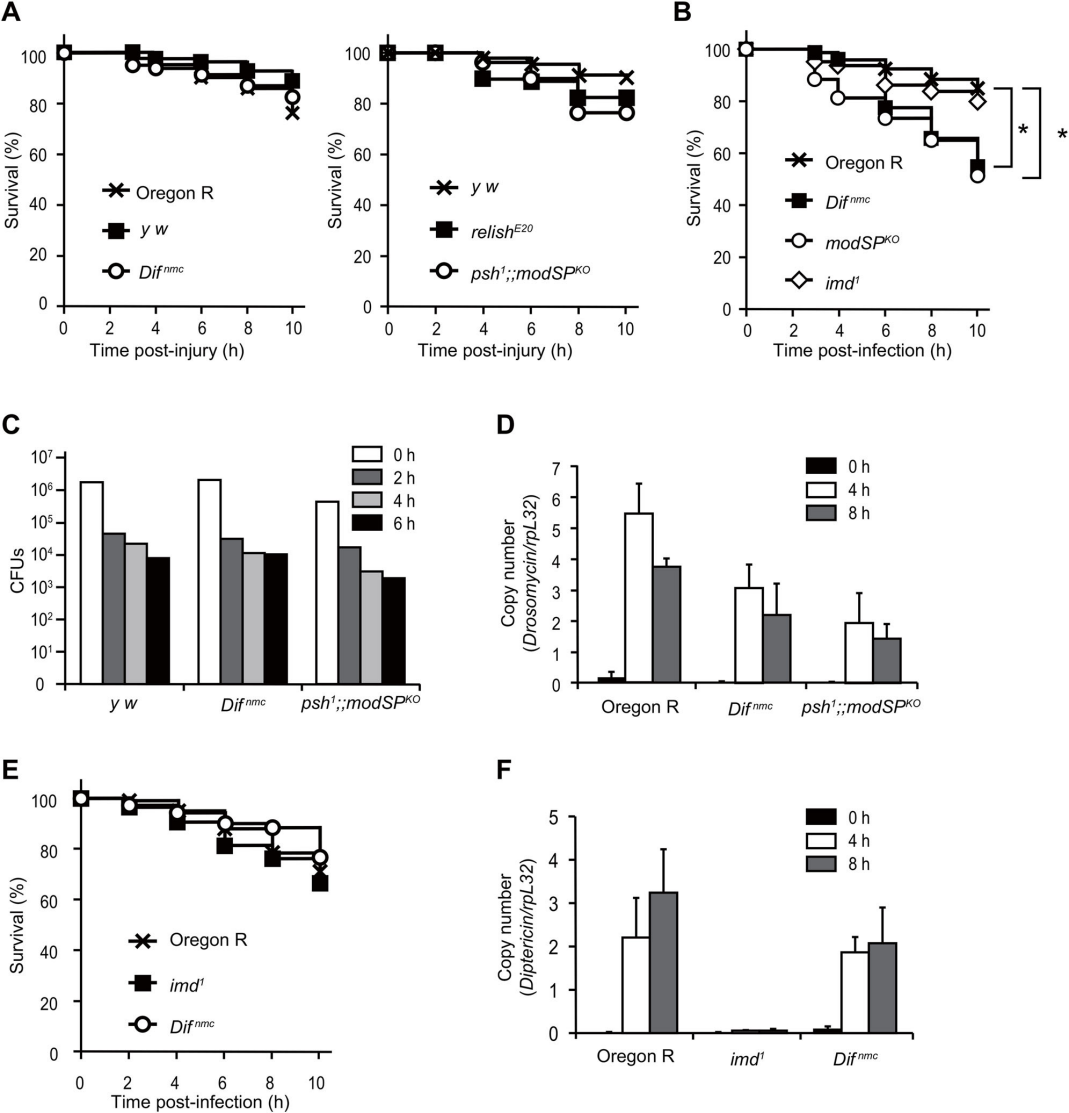
**Systemic infection in *Drosophila* larvae by septic injury with a fine tungsten needle.** (A) Survival analysis of larvae upon clean injury. Oregon R wild-type larvae, wild-type control *y w*, Toll pathway mutant *Dif^nmc^*, *psh* and *modSP^KO^* double mutant, and the IMD pathway mutant *relish^E20^* were used. (B) Survival analysis of larvae upon septic injury with *S. saprophyticus*. Larvae of Oregon R, *Dif^nmc^*, *modSP^KO^* and *imd^1^* mutant were used. (C) Colony forming unit (CFU) assay before (0 h) and after septic injury with *S. saprophyticus* at the indicated time points. Larvae of *y w*, *Dif^nmc^*, and *psh^1^* and *modSP^KO^* double mutant were used. (D) Real-time qPCR analysis of antimicrobial peptide *Drs* expression upon septic injury with *S. saprophyticus* at the indicated time points with larvae of Oregon R, *Dif^nmc^*, and the *psh^1^* and *modSP^KO^* double mutant. (E) Survival analysis of larvae upon septic injury with *Ecc15*. Larvae of Oregon R, *Dif^nmc^*, *modSP^KO^* and *imd^1^* mutants were used. Each survival curve is representative of at least two independent experiments of 60 larvae each (A,B,E). *P*-values were calculated using the log-rank test. (F) Real-time qPCR analysis of antimicrobial peptide *Dpt* expression upon septic injury with *Ecc15* at the indicated time points with larvae of Oregon R, *Dif^nmc^*, and *imd^1^* mutants. Data are representative of more than two independent experiments performed in 20 larvae (C,D,F) (*P<0.05).

We next challenged larvae with Gram-negative bacteria using the needle. Fig. 1E and F show that IMD mutant larvae were not sensitive to infection with *Ecc15*, although the induction of the antibacterial peptide gene *Dpt* was almost abrogated in the mutant. From these results, we conclude that survival, AMP expression and bacterial number upon bacterial infection by septic injury with a tungsten needle could be consistently measured in *Drosophila* larvae, and that the role of the Toll pathway was somewhat different during this process compared with the adult infection model.

### Pinching by forceps induces the expression of AMP in larvae

We found that clean injury with the needle induced the expression of *Drs* and *Dpt* (Fig. 2A,B). Furthermore, even pinching larvae using forceps, a normal means of handling larvae, caused strong *Drs* induction (Fig. 2A). Time-course experiments showed that *Drs* expression was induced from 2 h, maximized at 4 h and continued to 12 h (Fig. 2C). The level of *Drs* after eclosion was not increased compared with the level in untreated flies (Fig S4A). After pinching, 10% of larvae showed small melanized spots (Fig. 2D), although extremely weakly pinched larvae did not show melanization and the level of *Drs* induction was marginal (Fig. S4B), implying that pinching might cause minor injury in larval tissues. Next, we examined which tissues exhibited *Drs* expression. Fig. 2E shows that *Drs* reporter larvae exhibited GFP signals in the whole fat body and that the position of pinching was not connected with *Drs* induction. Consistent with this result, quantitative real-time-polymerase chain reaction (real-time qPCR) analysis showed that the induction of *Drs* was detected in the fat body dissected out from other tissues (Fig. 2F). These results indicate that *Drs* is induced in the fat body upon pinching with forceps.

**Fig. 2.**
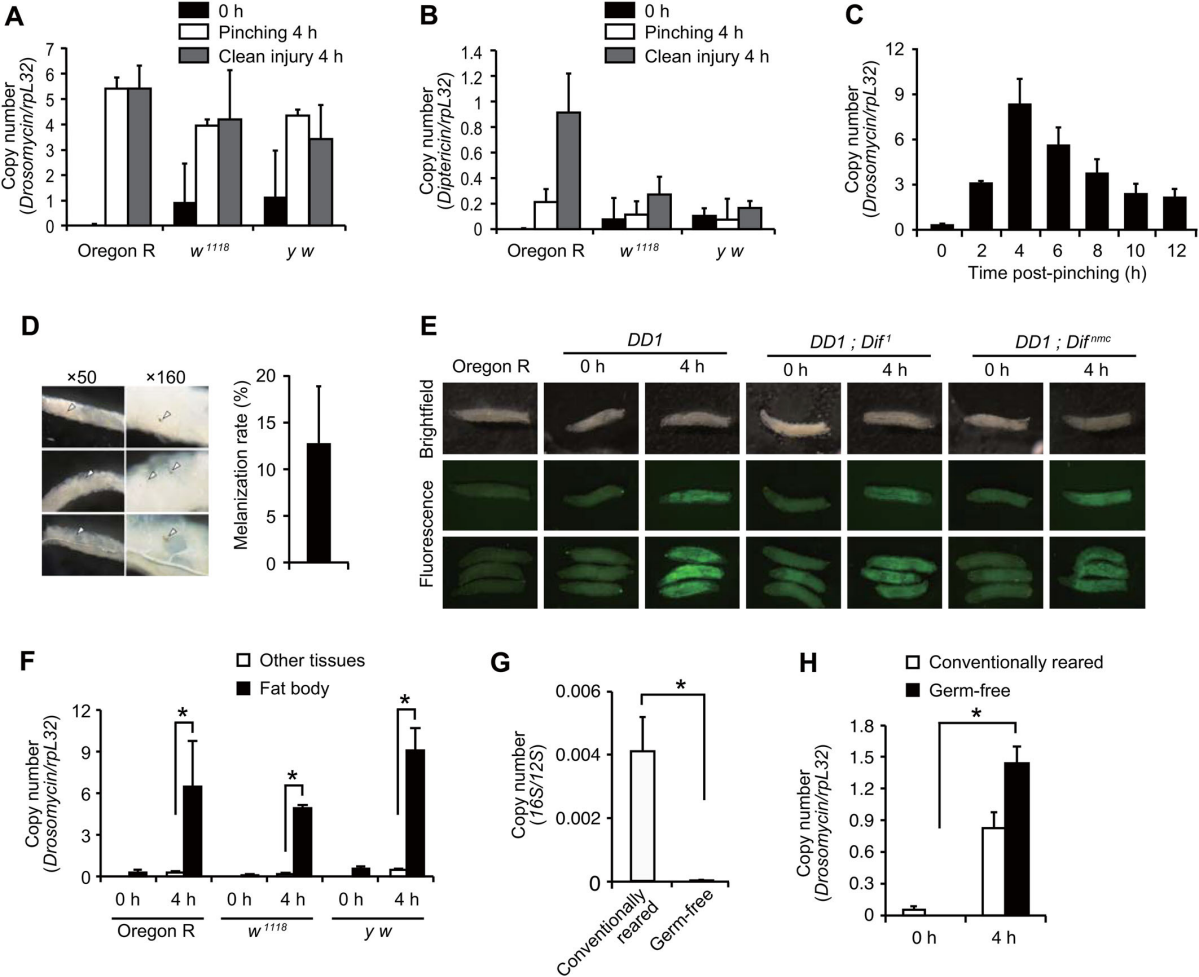
**Characterization of antimicrobial peptide induction following pinching larvae with forceps.** (A-C) Real-time qPCR analysis of *Drs* expression (A,C) or *Dpt* expression (B) upon clean injury or pinching larvae with forceps at the indicated time points with larvae of Oregon R, *w^1118^* and *y w.* Pinching was performed with larvae of *w^1118^* in C. (D) Melanization spots after pinching larvae with forceps after 4 h. The indicated magnification of the objective lens was used; arrowheads indicate melanization spots. The right bar graph shows the percentage of larvae that exhibited melanization spots. Data were analyzed by Student's *t*-test and values represent the means±s.e. of three independent experiments with 30 larvae each. (E) *Drs*-GFP reporter analysis using a fluorescence stereomicroscope upon pinching larvae with forceps after 4 h. Larvae of Oregon R, *Drs-GFP Dpt-lacZ (DD1); c564-GAL4*, *DD1; Dif^1^* and *DD1; Dif^nmc^* were used. Brightfield (top row) and fluorescence images (bottom 2 rows) of single larva or multiple larvae (bottom row); the green signal indicates GFP fluorescence. (F) Real-time qPCR analysis of *Drs* expression following pinching of Oregon R, *w^1118^,* and *y w* larvae with forceps at the indicated time points*.* The larval fat body was dissected out from other tissues. (G,H) Real-time qPCR analysis of bacterial genomic DNA coding for 16S rRNA, which was normalized by the *Drosophila* genomic region for 12S RNA from conventionally reared or germ-free Oregon R larvae before pinching (G), or of *Drs* expression following pinching larvae with forceps at 4 h with conventionally reared or germ-free Oregon R larvae (H). Data were analyzed by the Student's *t*-test and values represent the means±s.e. of three independent experiments with 10 larvae each (F,G). *P<0.05.

As *Drosophila* possess commensal bacteria (Kuraishi et al., 2013), *Drs* induction by pinching might be caused by such infections. To assess this possibility, germ-free larvae (Fig. 2G) were used for pinching experiments. Fig. 2H shows that the level of induction of *Drs* in germ-free larvae was not reduced compared with that in conventionally reared larvae, indicating that *Drs* expression is sterilely induced by pinching with forceps. 

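RNA from whole *y w* larvae was measured on Affymetrix Drosophila Genome 2.0 arrays, on which each gene is read by 1 or more probe sets. Of the 9 arrays, 3 came from untreated larvae taken at 0 h, 3 from larvae taken 4 h after clean injury with a tungsten needle, and 3 from larvae taken 4 h after pinching with forceps. The deposited values are on a log2 scale, and the medians of the arrays lie between 4.94 and 5.08. No further scaling was applied, although the balance of higher and lower calls after clean injury depends on it, as given below. The normalization applied by the authors is not given in the sources used here. The values were used as deposited. After 183 control probe sets were left out, 18769 probe sets were compared between the groups with limma, which fits a mean per group to all 9 arrays and shares information on the spread between probe sets. A probe set was called higher or lower at an adjusted p under 0.05 (Benjamini-Hochberg). The platform's annotation names 1 gene for 13646 probe sets and several genes for 402, and 4721 are unnamed here. The value table holds no detection calls, so that whether a dim probe set lies above background is not known, and the small number of arrays per group limits the precision. No array of larvae kept for 4 h without injury was used here. Each comparison with untreated larvae therefore also spans that time, the handling and the change of food.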

Next, we performed microarray analysis using pinched larvae in order to examine whether *Drs* was uniquely induced by pinching or whether other defense response genes that respond to infection in adults (De Gregorio et al., 2001, 2002) were also induced. 

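Peptide genes of the humoral response stood highest among the changes after pinching. *Drs*, which encodes the antifungal peptide Drosomycin, was at 13.06 ± 0.18 (log2, SD, n = 3 arrays) after pinching and 6.81 ± 1.5 (SD, n = 3) in untreated larvae, a 76.3-fold rise (log2 change 6.25, standard error 0.55, adjusted p = 0.000145 from limma). *IM3*, an immune-induced peptide of the bomanin family, rose from 4.49 ± 0.24 to 12.20 ± 0.30 (SD, n = 3 each), or 208-fold, the largest rise of all probe sets (adjusted p = 9.43e-09 from limma). *IM1* rose 108-fold, and the probe set that Table 1 names *IM10* rose 94.4-fold. Of the Attacins, antibacterial peptides, *AttA* rose 24.9-fold and a probe set shared by *AttA* and *AttB* rose 16.7-fold, whereas *AttD* had a log2 change of 0.92 (standard error 0.45, adjusted p = 0.247 from limma). Of 13 measured bomanins and other immune-induced peptides, 11 were higher and none was lower, with a median log2 change of 6.09 and the same counts when adjusted over the list alone. Values of 9 of them had been seen in Table 1 when the list was drawn up. In camera, a test of the list against all other genes, the adjusted p was 6.59e-22 with a preset correlation of 0.01, and the adjusted p was 0.0598 with an estimated correlation. Of 13 measured antimicrobial peptide genes, 4 were higher, none was lower and 9 did not pass the test, also when adjusted over the list alone. Besides *Drs* and *AttA*, these were *Drsl2*, a *Drs* paralog that rose 4.04-fold, and *Mtk*, the gene of the peptide Metchnikowin, which rose 3.63-fold (adjusted p = 0.0301 from limma) and kept its call in 5 of the 9 fits that each left out 1 array. *DptB*, which encodes a diptericin, had a log2 change of 0.59 (standard error 0.35, adjusted p = 0.343 from limma). *AttD*, *CecB*, *Def* and the *Drs* paralogs *Drsl1*, *Drsl3*, *Drsl4*, *Drsl5* and *Drsl6* also did not pass. The list holds 20 genes. *DptA*, *AttB*, *AttC*, *CecA1*, *CecA2*, *CecC* and *Dro* had no probe set of their own, so the count does not cover them. Values of 2 of the measured genes had been seen in Table 1 when the list was drawn up. With the replicate number as a block, 5 genes of the list were higher. For this list the camera adjusted p was 0.00798 with the preset correlation and the adjusted p was 0.422 with an estimated correlation. In all, 21 probe sets rose at least 10-fold after pinching. *RpL32*, the ribosomal protein gene that served as the internal control in qPCR, had a log2 change of 0.08 (standard error 0.09). In untreated replicate 3, *Drs* stood at 8.54, against 5.96 and 5.93 in the others, and without this array the log2 change of *Drs* was 7.12 (standard error 0.14). The log2 change of *Mtk* was 2.51 without untreated replicate 2.

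**Figure D1:**
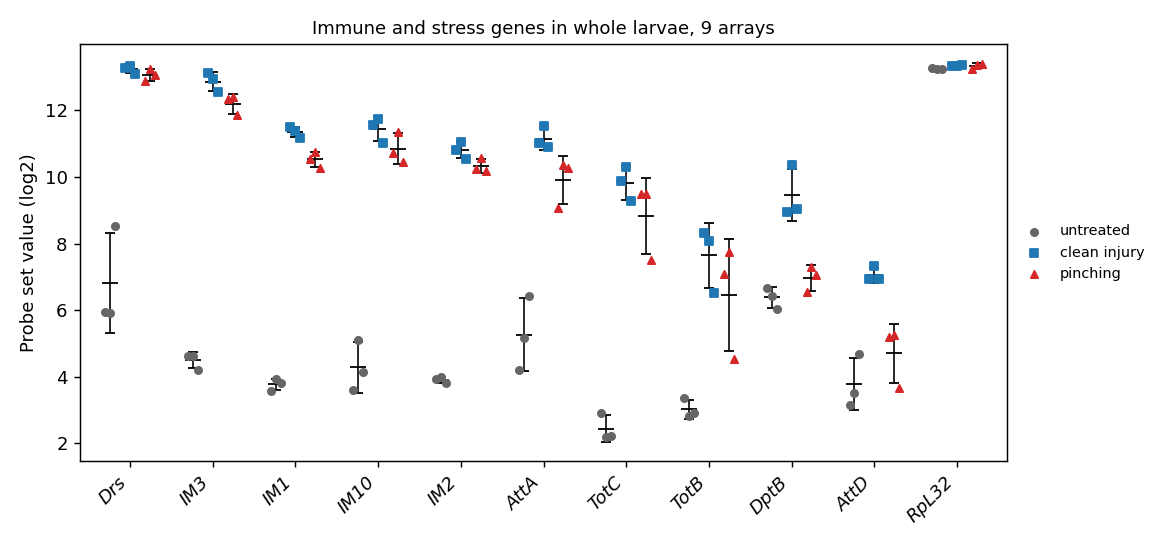
Values of immune and stress genes and of *RpL32* on each of the 9 arrays. The y axis gives the probe set value (log2), each point is 1 array, and bars show the mean ± SD of 3 arrays. *IM3* lies between 4.22 and 4.64 in untreated larvae, below all 6 arrays of treated larvae.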

We found that in addition to *Drs*, several immune-related genes such as *IM1*, *IM3*, *IM10* and *Attacin* were induced over 10-fold upon pinching with forceps (Table 1). In addition, stress responsive genes such as *TotA*, *TotB* and *TotC* were induced in the larvae. This result suggests that pinching larvae with forceps induces a humoral innate immune response that is similar to that observed in systemic infection in adults. 

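*TotC*, a member of the Turandot family of secreted stress peptides, rose from 2.45 ± 0.40 in untreated larvae to 8.82 ± 1.15 after pinching (log2, SD, n = 3 each; log2 change 6.37, standard error 0.48, adjusted p = 5.42e-05 from limma), or 7.04 without pinching replicate 3. Its untreated values lie near the lower end of the scale and may be background, so these changes may understate the rise. *TotB* rose 10.7-fold (log2 change 3.42, standard error 0.72, adjusted p = 0.0152 from limma). Its values after pinching spread widely, at 7.07, 7.75 and 4.54 on the 3 arrays, and the adjusted p was 0.0635 without untreated replicate 3, 0.0507 without pinching replicate 1 and 0.0583 without pinching replicate 2. The log2 change was 2.78 without pinching replicate 2 and 4.38 without pinching replicate 3. Of the other measured family members, *TotE*, *TotF* and *TotZ* had log2 changes of -0.29, 0.26 and 0.44 and did not pass the test. Of the 5 measured Turandot genes, 2 were thus higher and none was lower, and 2 were higher and 1 was lower when adjusted over the list alone. *TotB* and *TotC* had been seen in Table 1 when the list was drawn up. The list's adjusted p from camera was 0.0946. *TotA* was not analysed here, because no probe set carries its name in the annotation used. Of 8 measured genes of the JAK-STAT pathway, which is known to drive Turandot genes, 1 was higher and none was lower, the receptor gene *dome* with a log2 change of 0.50 (adjusted p = 0.0446 from limma), a call kept in 3 of the 9 fits that each left out 1 array. With the replicate number as a block, 4 were higher. Of 17 genes of the JNK pathway and the epidermal wound response, *Jra*, the *Drosophila* Jun gene, was higher (adjusted p = 0.0491 from limma, a call kept in 1 of those fits) and *scaf* was lower (kept in 8), and of 7 heat shock protein genes only the mitochondrial chaperone gene *Hsp60A* passed the test, with a log2 change of -0.79 (adjusted p = 0.0201 from limma, kept in 6). The heat shock list holds 19 genes, of which 7 were measured, so the counts do not cover the others. When adjusted over the list alone, 3 heat shock protein genes were higher and 1 was lower, 3 genes of the JAK-STAT list were higher, and 2 of the JNK and wound list were higher and 1 was lower. With the block, 1 heat shock protein gene was also higher, and 5 genes of the JNK and wound list were higher and 1 was lower.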

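A minority of the measured signalling genes upstream of the peptides were higher after pinching, by smaller amounts. Of 15 measured genes of the Toll pathway and its recognition proteins, 4 were higher and none was lower (6 higher and 1 lower when adjusted over the list alone, and 7 higher and 1 lower with the replicate number as a block). *SPE*, the protease that activates the Toll ligand Spätzle, rose 2.32-fold (log2 change 1.21, standard error 0.16, adjusted p = 0.00169 from limma), and *nec*, *dl* and *GNBP3* rose 1.63-, 1.51- and 1.47-fold. A second probe set of *dl* had a log2 change of -0.34 (adjusted p = 0.429 from limma), so the rise of *dl* rests on 1 of 2 probe sets. *dl* kept its call in 8 and *GNBP3* in 6 of the 9 fits that each left out 1 array. Of 17 measured genes of the IMD pathway and its regulators, 4 were higher and none was lower (10 higher when adjusted over the list alone, 8 with the block). They were the transcription factor gene *Rel*, which rose 2.15-fold (adjusted p = 0.000992 from limma), *Tab2*, *IKKbeta* and *PGRP-LE*. *PGRP-LE* kept its call in 3 of those fits and *Tab2* in 8. In camera the adjusted p was 0.0121 for the Toll list and 0.000377 for the IMD list, and with an estimated correlation the adjusted p was 0.642 and 0.422. Of 14 genes of melanization and clotting, 3 were higher and none was lower, namely the serpin genes *Spn27A* and *Spn28Dc* and *yellow-f*, of which *Spn28Dc* and *yellow-f* each kept their call in 6 of those fits. With the block 1 gene of this list was lower. Over all probe sets, 790 were higher and 937 were lower after pinching than in untreated larvae, of which 217 and 271 changed at least 2-fold. After clean injury 980 were higher and 926 were lower, but with quantile normalization 963 and 1214 and with arrays centred on their median 915 and 1132, so which direction has more calls depends on the scaling. The counts for clean injury fell to 441 and 327 without clean injury replicate 2, 523 and 392 without clean injury replicate 1, 502 and 412 without untreated replicate 1, and 482 and 358 without untreated replicate 3. With the replicate number as a block these counts were 1426 and 1645 for pinching and 1892 and 1610 for clean injury. Both treatments raised 692 probe sets and lowered 731, and no probe set was called in opposite directions. Independent lists of these sizes would share 41.2 and 46.2, but the lists are not independent, because they share the untreated arrays. The log2 changes of the treatments correlated across probe sets with r = 0.945 and a covariance of 0.196. Since both are set against the same untreated arrays, groups simulated without any change already gave r = 0.498 and a covariance of 0.0171. On average 0.01 probe sets were then called higher and 0 lower in both. Groups without any change do not show what overlap lists of the observed length would have through the shared arrays. These simulations drew each array independently, without the correlation found between arrays with the same number. Both treated groups were also handled and share 4 h and a change of food, so the overlap cannot be put down to injury alone. The paper's methods place larvae on a cold agar plate for pricking with bacteria, and in water for pinching. No separate handling is given there for clean injury, so a direct comparison of the treatments may also span these steps. When the treatments were compared directly, none was higher and 1 was lower after pinching (limma), with the block none was higher and 8 were lower, and at an unadjusted p under 0.05 without the block there were 107 and 205. The counts for pinching fell to 465 and 433 without untreated replicate 1, to 418 and 373 without untreated replicate 3, and to 443 and 545 without pinching replicate 2. From the induction of the immune peptide and stress genes, the paper proposes that pinching brings about a humoral response like that of adults with a systemic infection.

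**Figure D2:**
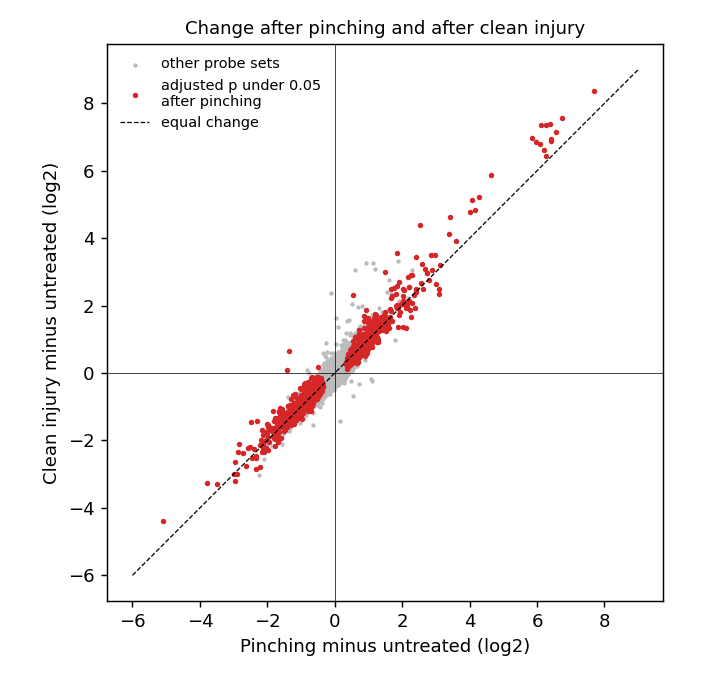
Log2 change after pinching (x axis) against that after clean injury (y axis), both relative to untreated larvae, with 1 point per probe set. Red points passed an adjusted p under 0.05 after pinching, and the dashed line marks equal changes. The largest rises lie above the line, with *IM3* at 7.70 after pinching and 8.37 after clean injury.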

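Some genes of chitin metabolism fell and others rose after pinching, and more genes of cuticle proteins fell than rose, while most of both groups did not pass the test. Of 40 measured genes of chitin synthesis and remodelling, 8 were lower, 5 were higher and 27 did not pass the test. When adjusted over the list alone 10 were lower and 5 higher, and with the replicate number as a block 11 and 6. *CG3348*, listed in Table 2, fell from 9.94 ± 0.33 to 6.13 ± 0.10 (log2, SD, n = 3 arrays each), a 13.9-fold fall (adjusted p = 3.97e-07 from limma). *Cht6*, a chitinase gene, *obst-A* and *obst-E*, which encode chitin-binding proteins, and *serp* and *Cda4*, which encode chitin deacetylases, had log2 changes of -1.57, -1.62, -1.33, -0.76 and -1.30. *Gfat1*, whose enzyme starts the hexosamine pathway to chitin, had a log2 change of -0.43 (adjusted p = 0.0364 from limma, a call kept in 1 of the 9 fits that each left out 1 array). *Peritrophin-A* was also lower (adjusted p = 0.00346 from limma) and kept its call in 9 of those fits. Other probe sets of *Cht6* had log2 changes of 0.14 and 0.04 and another of *Gfat1* 0.16, and none of these passed the test. The genes that rose were *Cht4*, a chitinase gene that rose 8.71-fold (adjusted p = 5.27e-05 from limma), *Cht5*, *Idgf1*, *Idgf3* and *Gasp*. Only *Cht4* of these rose at least 2-fold, whereas 5 of the lower genes changed at least 2-fold. The median log2 change of the list was 0.11 and its mean -0.10, and camera gave an adjusted p of 0.975. Of 105 measured cuticle protein genes, 26 were lower and 5 were higher (38 lower and 5 higher when adjusted over the list alone), with a median log2 change of -0.42. With the replicate number as a block, 47 were lower. Values of 3 of the 105 had been seen in Table 2 when the list was drawn up. *Cpr65Aw* fell 7.23-fold (log2 change -2.85, standard error 0.18, adjusted p = 1.04e-05 from limma), *Lcp65Aa* fell 3.33-fold and *TwdlP*, of the Tweedle family, fell 7.83-fold (standard error 0.75, adjusted p = 0.0352 from limma), though 1 untreated array overlaps the pinching arrays and the call was kept in 4 of those fits (log2 change -3.96 without untreated replicate 2). *Cpr47Eb* rose 4.57-fold. The list's adjusted p was 2.48e-11 from camera, and the adjusted p was 0.422 with an estimated correlation. The count of cuticle protein genes called lower was 14 without untreated replicate 1, 13 without untreated replicate 3, 15 without pinching replicate 2 and 39 without untreated replicate 2. The largest fall of all probe sets was that of *CG10560*, from 9.40 ± 0.28 to 4.31 ± 0.34 (log2, SD, n = 3 each), or 34.2-fold. *Smvt*, a gene named for sodium-dependent multivitamin transport, fell 11.3-fold. Table 2 also holds 3 detoxification genes that fell, *Cyp6a8* of the cytochromes P450 with a log2 change of -2.48, *GstD7* of the glutathione S-transferases 5.75-fold (adjusted p = 0.0213 from limma, not called without untreated replicates 1 or 3 or pinching replicates 1 or 2, with adjusted p from 0.0642 to 0.0925, and with a log2 change of -3.17 without untreated replicate 2) and *Ugt35B1*, named *Ugt35b* in Table 2, 5.22-fold. Of 81 measured cytochrome P450 genes, 11 were lower and 14 were higher, and with the block 19 were lower and 19 were higher.

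**Figure D3:**
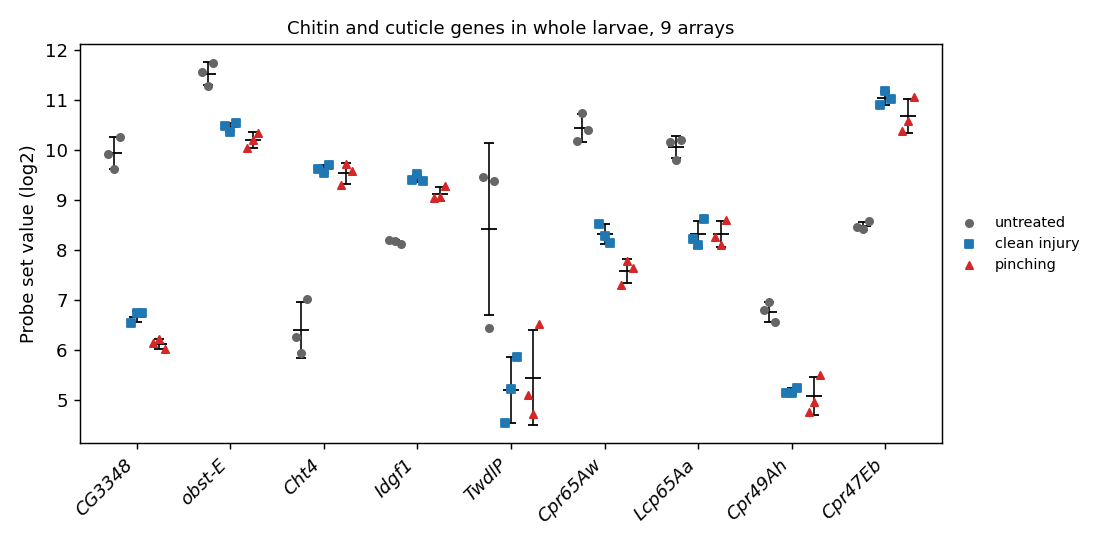
Values of chitin and cuticle genes on each of the 9 arrays. The y axis gives the probe set value (log2), each point is 1 array, and bars show the mean ± SD of 3 arrays. *Cht4* and *Cpr47Eb* lie higher and *CG3348* and *Cpr65Aw* lower on every array of treated larvae than on any array of untreated larvae.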

We also noticed that a number of chitin metabolic genes were also downregulated upon pinching (Table 2).

**Table 1.**
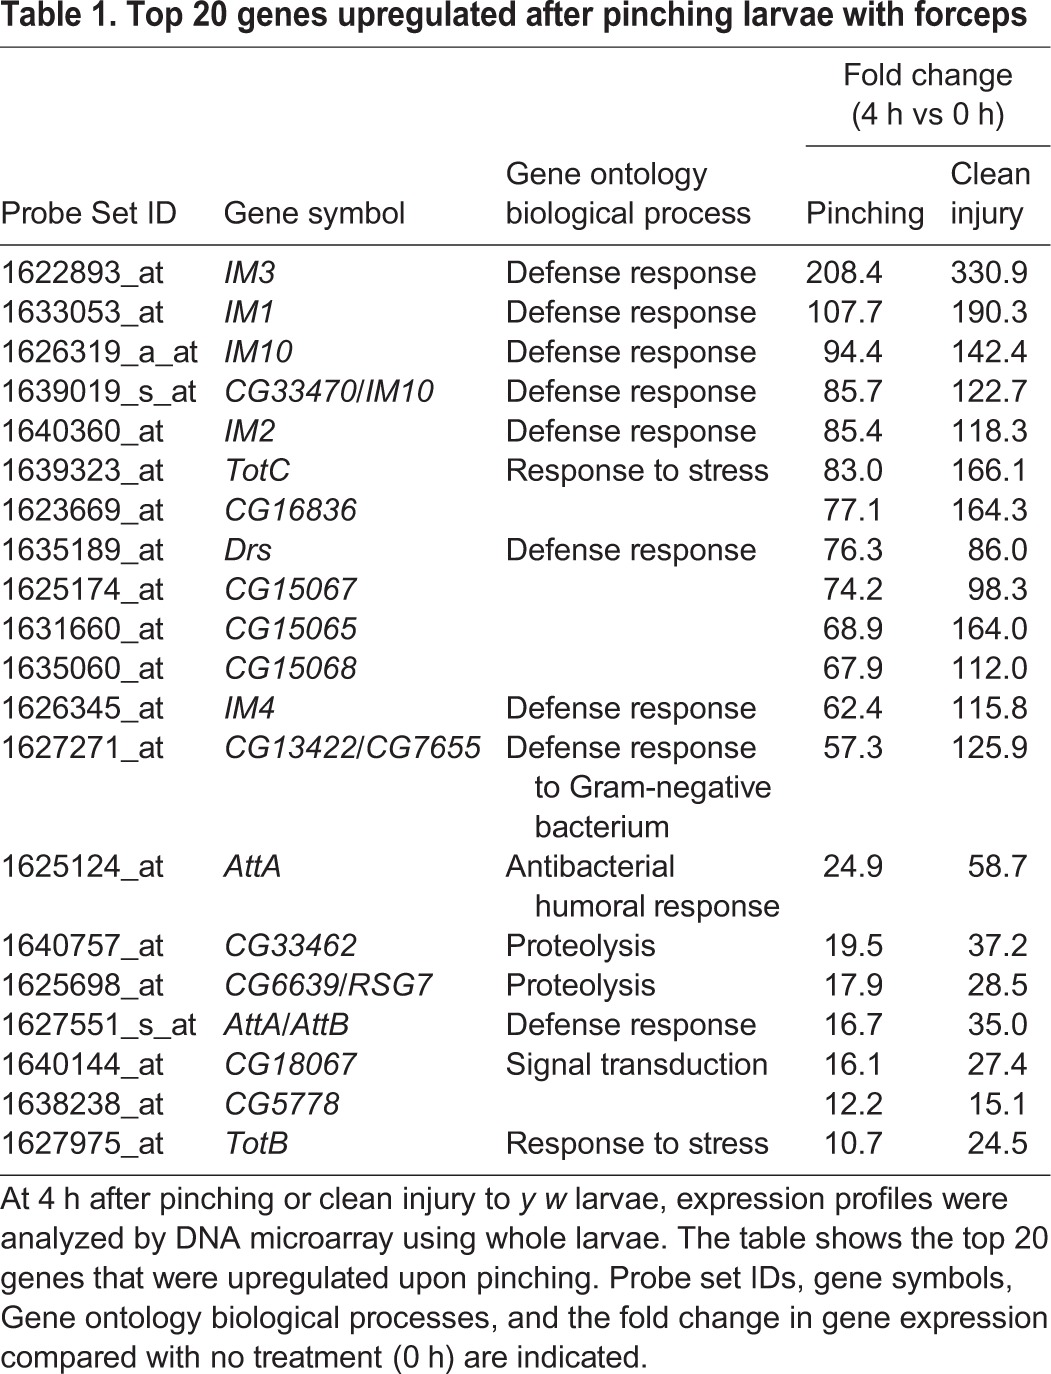
**Top 20 genes upregulated after pinching larvae with forceps**

**Table 2.**
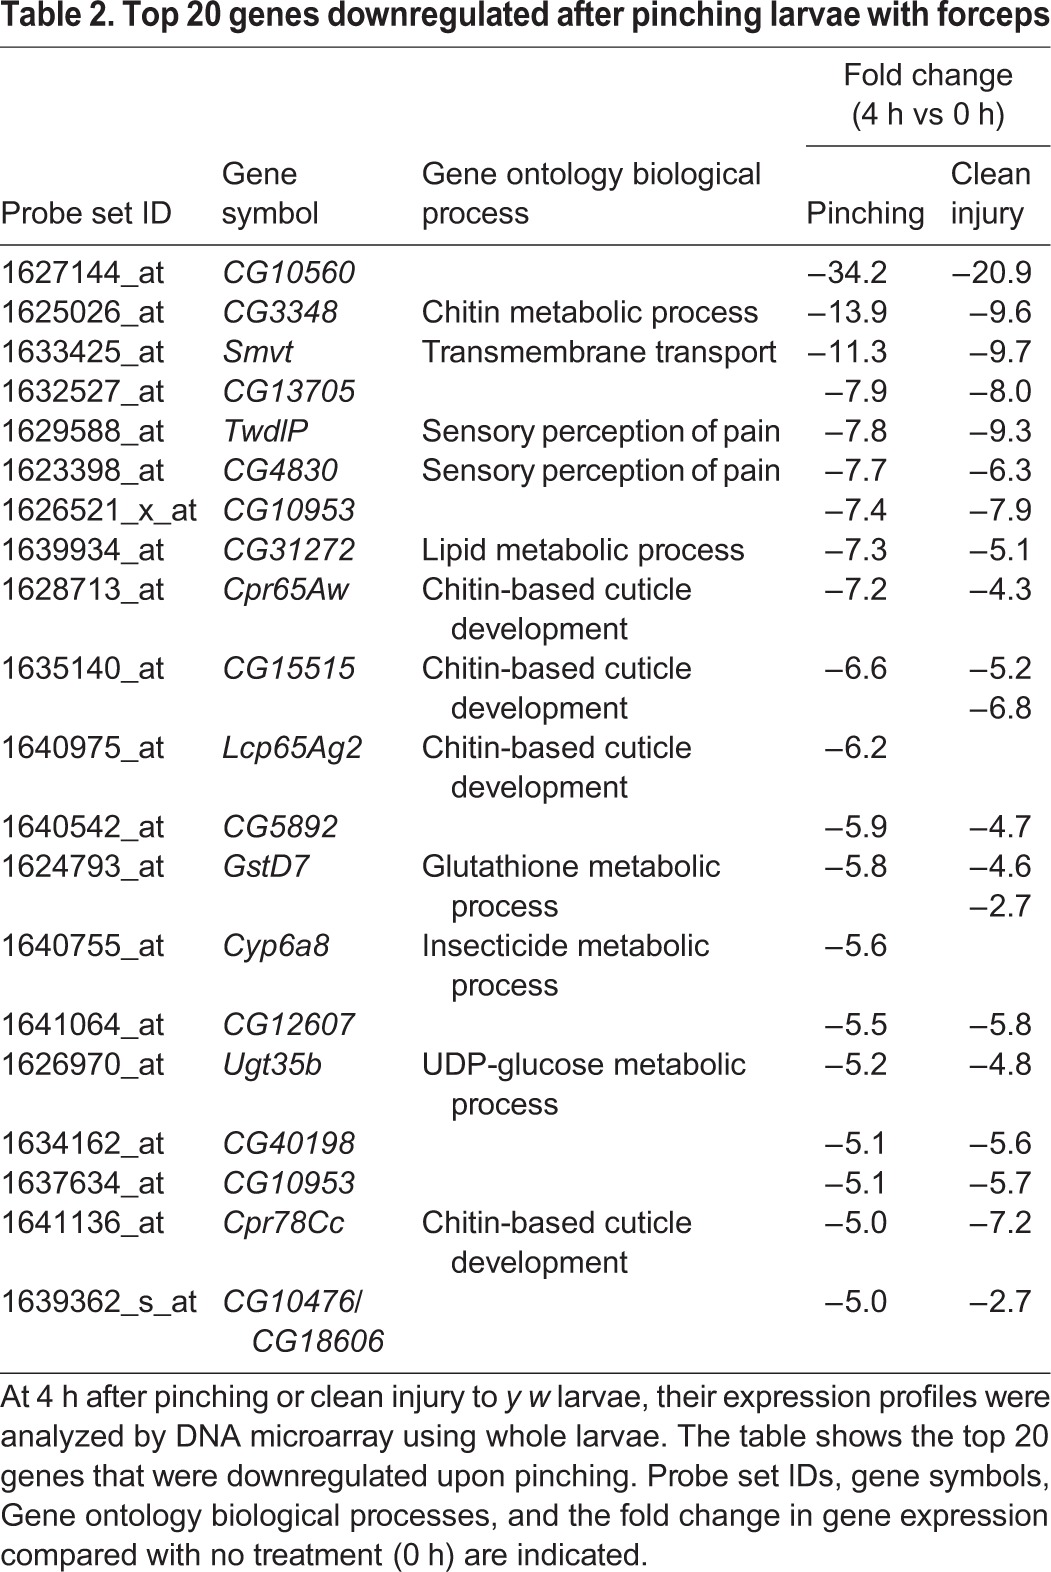
**Top 20 genes downregulated after pinching larvae with forceps**

### Toll pathway genes contribute to the induction of *Drs* upon pinching with forceps

Next, we asked which signaling pathway is involved in the induction of *Drs* upon larval pinching. Real-time qPCR analysis showed that the level of induction in the *spz* mutant or *dMyd88* mutant was approximately half that of the wild-type larvae (Fig. 3A). In contrast, the induction of *Drs* was comparable to that in the wild-type in the *Dif* mutant, or *psh* and *modSP* double mutants (Fig. 3A). These results suggest that certain Toll pathway components are partly required for the induction of *Drs* upon pinching. We next investigated IMD pathway mutants and found that larvae of the *pgrp-le* and *pgrp-lc* double mutant, *imd* mutant or *relish* mutant exhibited normal *Drs* induction after pinching (Fig. 3B). Furthermore, the level of induction of *Drs* in the double mutant larvae for *imd* and *spz*, or for *relish* and *spz* was almost the same as that in the *spz* single mutant (Fig. 3D), suggesting that the Toll and IMD pathways did not have a redundant role in pinching-induced *Drs* expression. We further investigated the involvement of the JAK-STAT, JNK, p38, dFOXO and pro-PO pathways, all of which suggested a role for AMP induction or host defense under certain conditions (Kim et al., 2002; Buchon et al., 2009a; Becker et al., 2010; Chen et al., 2010; Binggeli et al., 2014; Parisi et al., 2014). Inhibition of the JAK-STAT pathway by using an *upd2* and *upd3* double mutant did not reduce the induction of *Drs* in pinched larvae (Fig. 3C), implying that the JAK-STAT pathway may be dispensable for *Drs* induction. Similarly, the normal *Drs* induction observed upon pinching in larvae with an *eiger* mutation or *c564-GAL4*-driven expression of a dominant negative form of Bsk implied that there was no requirement of the JNK pathway in *Drs* induction (Fig. 3E). The level of *Drs* induction was also same in wild-type larvae as in the larvae of *p38a*, *p38b* and *p38c* (Fig. 3F), *dfoxo* (Fig. 3G) and *PPO* (Fig. 3H) mutants, indicating that the p38, dFOXO and pro-PO pathways played no role in the induction of *Drs* following larval pinching with forceps.

**Fig. 3.**
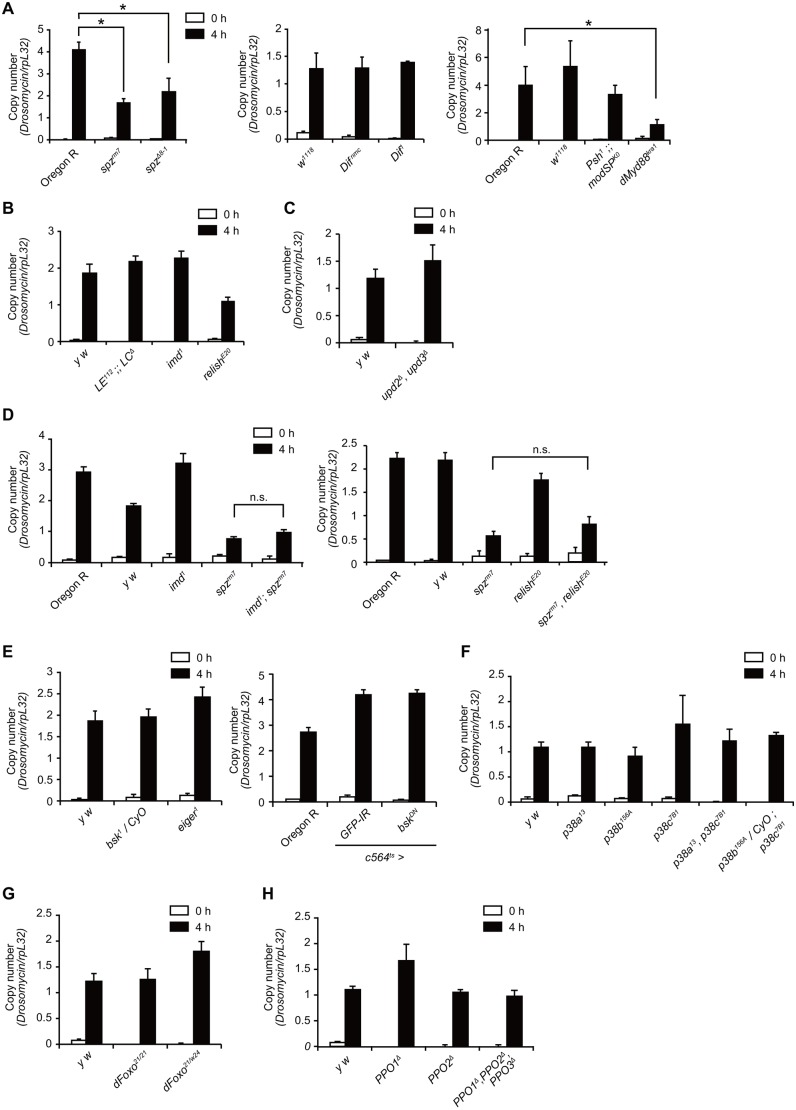
***Drs* induction in several mutant larvae upon pinching with forceps.** (A-H) Real-time qPCR analysis of *Drs* expression after pinching larvae with forceps at 4 h with larvae of Oregon R, *w^1118^*, *spz^rm7^*, *spz^Δ8-1^*, *psh^1^;;modSP^KO^*, *Dif^nmc^*, *Dif^1^* and *dMyd88^kra1^* (A); larvae of *y w*, *pgrp-le* and *pgrp-lc* double mutant (*LE^112^;;LC^Δ^*), *imd^1^*, and *relish^E20^* (B); larvae of *y w* and *upd2^Δ^ upd3^Δ^* (C); larvae of Oregon R, *y w*, *imd^1^*, *spz^rm7^*, *imd^1^;spz^rm7^*, *reslih^E20^*, and *spz^rm7^ relish^E20^* (D); larvae of Oregon R, *y w*, *bsk^1^/CyO*, *eiger^1^*, *GPF-IR,* or *bsk^DN^* driven by *c564-GAL4 tubP-GAL80^ts^* (E); larvae of *y w*, *p38a^13^*, *p38b^156A^*, *p38c^7B1^*, *p38a^13^ p38b^156A^*, and *p38b^156A^/CyO ; p38c^7B1^* (F); larvae of *y w*, *dFoxo^21^*, and *dFoxo^21^/dFoxo^w24^* (G); and larvae of *y w*, *PPO1^Δ^*, *PPO2^Δ^*, and *PPO1^Δ^ PPO2^Δ^ PPO3^Δ^* (H). Data are representative of at least two independent experiments and were analyzed by Student's *t*-test; values represent the means±s.e. of triplicate samples with 10 larvae each. *P<0.05; n.s., not significant.

### Sensory neurons and hemocytes are dispensable for the induction of *Drs* upon pinching larvae with forceps

When pinching larvae with forceps, we touched the larval cuticle under which the web of sensory neurons exists, prompting us to examine the role of sensory neurons in pinching-induced *Drs* expression. We first ablated sensory neurons by expressing the apoptosis-inducing genes *reaper* and *hid* with a pan-sensory neuron *GAL4^109(2)80^* driver (Fig. 4A, Fig. S5) or class IV sensory neuron *ppk-GAL4* driver. Fig. 4A shows that the level of induction of *Drs* in larvae with sensory neurons ablated by either driver was the same as that in the wild type. We next inhibited the function of sensory neurons with the same drivers by expressing temperature-sensitive Shibire (Kitamoto, 2001). However, no effect was again observed on *Drs* induction when neurotransmission was suppressed (Fig. 4B). Conversely, we then monitored *Drs* expression using larvae in which the sensory neurons were artificially activated by expressing the dTrpA1 ion channel (Hamada et al., 2008). Fig. 4C shows that *Drs* was not induced in the activated larvae without pinching. These results collectively suggest that sensory neurons are not involved in the induction of *Drs* upon larval pinching with forceps.

**Fig. 4.**
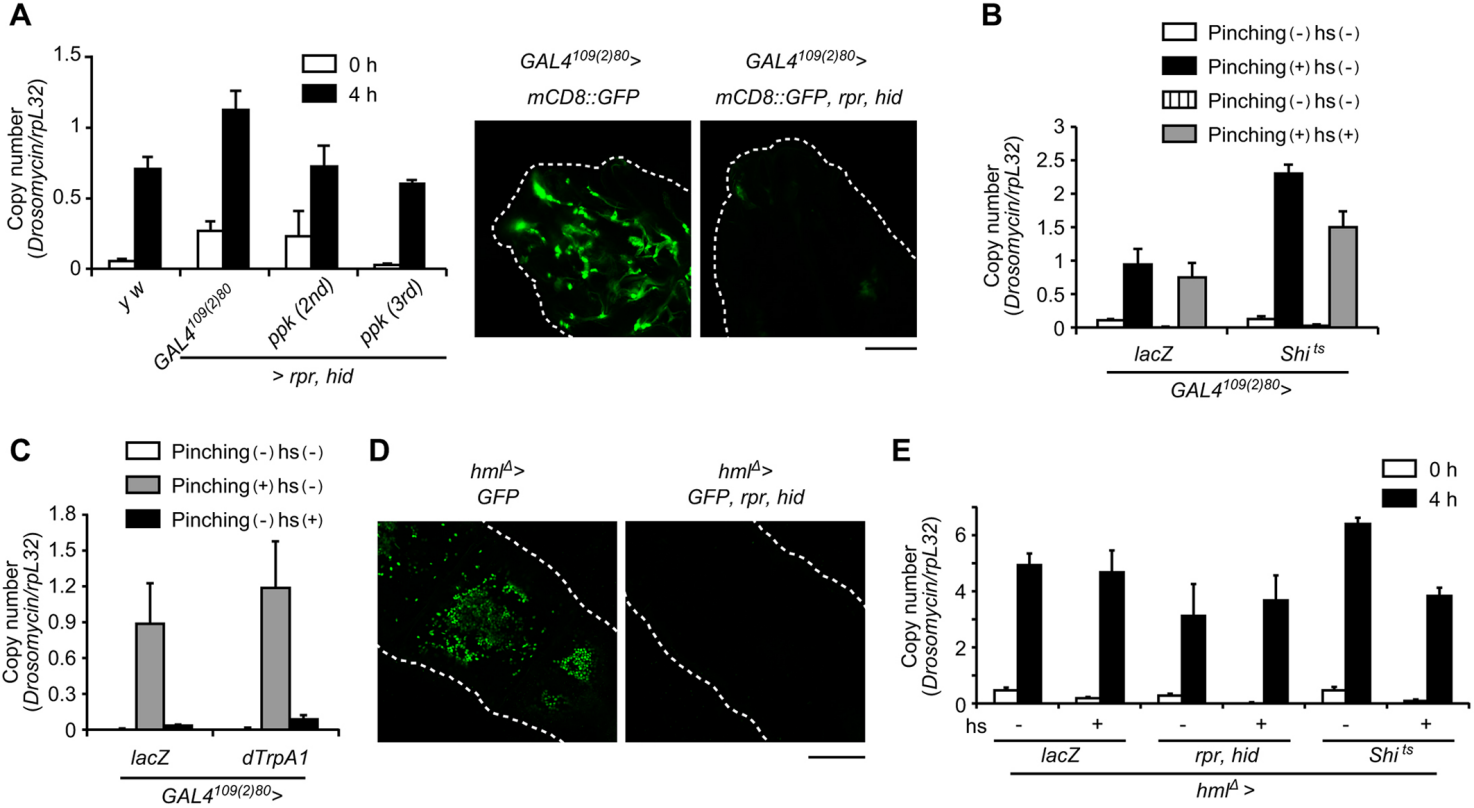
**Sensory neurons and hemocytes are dispensable for the induction of *Drs* upon pinching.** (A) Fluorescence microscopy (right) of larval sensory neurons around the mouth hook. Larvae of *+/+; GAL4109(2)80 UAS-mCD8::GFP/+* and *UAS-rpr UAS-hid/+; GAL4109(2)80 UAS-mCD8::GFP/+* were used. Green indicates the GFP signal and white dotted lines indicate the outlines of each larva. Scale bar: 100 µm. (A-C) Real-time qPCR analysis of *Drs* expression after pinching larvae with forceps for larvae of *y w*, *UAS-rpr UAS-hid ; GAL4^109(2)80^ UAS-mCD8::GFP/+*, *UAS-rpr UAS-hid; ppk-GAL4/+* (second instar stage), *UAS-rpr UAS-hid ;; ppk-GAL4/+* (third instar stage) at 0 or 4 h (A, left); larvae of *UAS-lacZ/GAL4^109(2)80^ UAS-mCD8::GFP, UAS-Shi^ts^/GAL4^109(2)80^ UAS-mCD8::GFP*, with or without pinching and with or without heat shock at 30°C for 4 h (hs) (B); larvae 4 h after treatment in *UAS-lacZ/GAL4^109(2)80^ UAS-mCD8::GFP, UAS-Shi^ts^/GAL4^109(2)80^ UAS-mCD8::GFP*, with or without pinching or heat shock treatment at 37°C for 2 min (hs) (C). Data are representative of at least two independent experiments and were analyzed by the Student's *t*-test; values represent the means±s.e. of triplicate samples with 10 larvae each. (D) Fluorescence microscopy observation of larval hemocytes. Larvae of *hmlΔ-GAL4 UAS-2×EGFP/UAS-lacZ*, and *UAS-rpr UAS-hid/+; hmlΔ-GAL4 UAS-2×EGFP/+* were used. Green indicates the GFP signal and white dotted lines indicate the outlines of each larva. Scale bar: 200 µm. (E) Real-time qPCR analysis of *Drs* expression at 4 h after pinching larvae with forceps of *hmlΔ-GAL4 UAS-2×EGFP/UAS-lacZ*, *UAS-rpr UAS-hid/+; hmlΔ-GAL4 UAS-2×EGFP/+*, *hmlΔ-GAL4 UAS-2×EGFP/+; UAS-Shi^ts^/+*, with or without pinching or treatment at 29°C for 2 days (hs). Data are representative of at least two independent experiments and were analyzed by the Student's *t*-test; values represent the means±s.e. of triplicate samples with 10 larvae each.

As Spz has been suggested to be secreted from hemocytes (Shia et al., 2009), we tested the role of hemocytes in the induction of *Drs* upon pinching. We observed that hemocyte-specific expression of *reaper* and *hid* mediated by using a *hmlΔ-GAL4* driver effectively ablated hemocytes in larvae (Fig. 4D). Using these larvae, we next examined the induction of *Drs* upon pinching and found that no difference could be detected between wild-type and hemocyte-ablated larvae with respect to the level of *Drs* induction (Fig. 4E). Consistent with this, inhibition of the phagocytic function of hemocytes by expressing Shibire (Awasaki and Ito, 2004) had no effect on the induction of *Drs* upon pinching (Fig. 4E). These results suggest that hemocytes are dispensable for the induction of *Drs* after pinching with forceps.

## DISCUSSION

In this study, we present a method by which systemic bacterial infection can be performed easily and consistently in *Drosophila* larvae, thus providing another genetically tractable model to decipher infectious diseases. In this model, we show that the role of the Toll pathway in resistance against systemic infection in *Drosophila* larvae differs from that in adults to a certain extent. Specifically, the Toll pathway is likely to be required for tolerance (Ayres and Schneider, 2012) but not for resistance against Gram-positive bacteria, and exhibits partial involvement in the induction of AMPs; the latter being consistent with suggestions from a previous study (Manfruelli et al., 1999). *Drs*, an antimicrobial peptide whose expression is under the control of the Toll pathway, is strongly induced upon Gram-positive bacterial infection, although *Drs* is only active against fungi but not bacteria (Fehlbaum et al., 1994). One possibility to explain the former discrepancy might be that certain genes induced upon infection, including *Drs*, might function in conjunction to confer resistance and tolerance to adults and larvae, albeit with as-yet unknown mechanisms. This point should be elucidated in future research.

While performing these infection studies, we serendipitously found that the humoral innate immune response is activated in *Drosophila* larvae by modest mechanical stimuli; i.e. by pinching larvae with forceps, as they are commonly handled. AMP expression induced by pinching in larvae is sterile and partially independent from known innate immune signaling; these conclusions are supported by the following evidence: (1) the induction of *Drs* was observed in germ-free larvae upon pinching; (2) substantial induction of *Drs* remained in double mutants for the Toll and IMD pathways; (3) normal induction of *Drs* occurred after pinching in p38, JNK, JAK-STAT, dFOXO and pro-PO pathway mutants; and (4) hemocytes were dispensable for the induction of *Drs* upon pinching. These observations support the assertion that *Drosophila* larvae possess a novel mode of induction of the humoral innate immune response that might represent a good model for studying the mechanisms underlying sterile inflammation. Although we demonstrated that Dif, a *Drosophila* NF-κB essential for the induction of *Drs* upon systemic infection in adults, was not involved in pinching-induced *Drs* expression in larvae, we could not rule out the possible involvement of NF-κB in transactivating *Drs* expression, as we were unable to examine the redundant role of the other NF-κB proteins, Dorsal and Relish, because of the unavailability of viable lines. The dependency on NF-κB remains a question to be solved in future studies. Furthermore, we were unable to identify the essential genes required for the induction of *Drs* upon pinching. Unbiased genetic screening might therefore be necessary to unravel the molecular mechanism underlying this phenomenon.

Sterile inflammation is believed to contribute to many pathological conditions such as chronic inflammatory diseases including cancer (Rock et al., 2010). In *Drosophila*, several studies have established a sterile inflammation model in larvae (Shaukat et al., 2015). Ming et al. (2014) established a larval model for sterile AMP induction using a caspase mutant. They showed that the induction of *Drs* is solely dependent on Spz and Persephone, suggesting that the molecular mechanism of *Drs* induction in this mutant is different from our ‘pinching’ model. In addition, Hauling et al. (2014) and Parisi et al. (2014) reported that tumors can induce the expression of AMPs. Parisi et al. (2014) demonstrated that the induction of *Drs* is dependent on *eiger* and *spz*, both of which are not essential for our pinching-induced expression of *Drs*. Furthermore, Kanoh et al. (2015a) showed that *Drosophila* larvae possess another intrinsic ligand for the Toll receptor in addition to Spz, although its molecular nature has not yet been identified. Together, these reports suggest that *Drosophila* larvae possess multiple modes of induction of AMPs in response to various sterile stimuli that activate innate immunity.

In the current study, we showed that pinching stimuli can induce AMP expression; however, the physiological relevance of this phenomenon has not yet been elucidated. The larvae of *Drosophila melanogaster* in the wild are expected to be exposed to serious likelihood of attack by parasitoid wasps. Thus, mechanical stimuli might be considered as a potential infectious danger, suggesting that even small injuries resulting from oviposition might be able to activate AMP expression. Consistent with this, Schmid et al. (2014) recently showed that overactivation of Toll signaling could provoke a cellular immune defense that has potential importance in the response to wasp infection.

In conclusion, we demonstrate in this study that *Drosophila* larvae represent a suitable model in which to perform microbial infection by using a fine and uniform tungsten needle and to assess sterile induction of the humoral immune response by pinching larvae with forceps. In particular, because pinching-induced AMP expression is likely to be dependent on an as-yet uncharacterized molecular mechanism, our model might be useful to decipher the complex mechanisms that regulate sterile inflammation, which has considerable importance for the treatment of inflammatory diseases in humans such as ischemia, atherosclerosis and cancer.

## MATERIALS AND METHODS

### Fly stocks and maintenance

*Drosophila* stocks were maintained in standard corn meal-yeast agar medium vials at 25°C. Oregon R, *w^1118^*, and *y w* flies were used as wild-type controls. As Toll pathway mutants, *spz^rm7^* (Morisato and Anderson, 1994), *spz^Δ8-1^* (described below), *modSP^KO^*, *psh^1^;;modSP^KO^* (a gift from Dr Bruno Lemaitre) (Chamy et al., 2008; Buchon et al., 2009b), *for^R^ Dif^nmc^* (described below), *Dif^1^* (a gift from Drs Jean-Marc Reichhart and Dominique Ferrandon) (Rutschmann et al., 2000) and *dMyd88[kra1]* (a gift from Dr Jean-Luc Imler) (Charatsi et al., 2003) were used. As IMD pathway mutants, *PGRP-LE^112^;;PGRP-LC^E12^* (Gao et al., 1999; Takehana et al., 2004), *imd^1^* (a gift from Dr. Bruno Lemaitre) and *Relish^E20^* (Lemaitre et al., 1995; Hedengren et al., 1999) were used. The following mutants were used: *bsk^1^* [Bloomington *Drosophila* Stock Center (BDSC), 3088], *eiger^1^* (a gift from Dr Masayuki Miura) (Igaki et al., 2002), *upd2^Δ^ upd3^Δ^* (a gift from Dr Bruno Lemaitre) (Osman et al., 2013), *PPO1^Δ^ PPO2^Δ^ PPO3^Δ^* (a gift from Dr Bruno Lemaitre) (Binggeli et al., 2014; Dudzic et al., 2015), *dFoxo^21^* and *dFoxo^w24^* (a gift from Dr Marc Tatar) (Jünger et al., 2003; Weber et al., 2005), as well as *p38^13^*, *p38b^156A^* and *p38c^7B1^* (a gift from Dr Bruno Lemaitre) (Davis et al., 2008; Chen et al., 2010; Chakrabarti, et al., 2014). The following transgenic flies were used: *Drs-GFP Dpt-lacZ* (a gift from Dr Dominique Ferrandon) (Jung et al., 2001), c*564-GAL4*, *GAL4^109(2)80^ UAS-mCD8::GFP* (a gift from Dr Tadashi Uemura) (Gao et al., 1999), *ppk-GAL4* on 2nd instar stage (BDSC, 32078), *ppk-GAL4* on 3rd instar stage (BDSC, 32079), *hmlΔ-GAL4 UAS-2×EGFP* (Sinenko and Mathey-Prevot, 2004), *UAS-lacZ* (a gift from Dr Manabu Ote), *UAS-shi^ts^* (a gift from Dr Takeshi Awasaki) (Kitamoto, 2001), *UAS-rpr UAS-hid* (a gift from Dr Shigeo Hayashi) (Zhou et al., 1997), *UAS-dTrpA1* (a gift from Dr Paul Garrity) (Hamada et al., 2008), *tubP-GAL80^ts^* (BDSC), *UAS-GFP-IR* (BDSC, 9330), and *UAS-bsk^DN^* (BDSC, 6409).

#### *Dif^nmc^* allele

When using an allele of the *foraging* (*for*) gene, *for^R^* (a gift from Dr Shireen-Anne Davies) (Osborne et al., 1997) we happened to find that the homozygous flies of *for^R^* were susceptible to systemic infection with *S. saprophyticus*. However, trans-heterozygotes of the deficiency line that covers the *for* locus, *for^R^/Df(2L)ED243*, were not sensitive to the infection (Fig. S1A). Consistent with this, *Drs* induction upon *S. saprophyticus* in adults of *for^R^* homozygotes were severely impaired, although *for^R^/Df(2L)ED243* trans-heterozygotes were perfectly normal (Fig. S1B). These results suggest that our *for^R^* line contains a second point mutation that is involved in the Toll pathway. Therefore, we named this mutation ‘nmc’ (natural immunity-mediating component) and performed mapping with several deficiency lines on the second chromosome. We found that deficiencies that covered the *Dif* and *Dorsal* locus, such as *Df(2L)ED1161* or *Df(J4)*, could not recuperate the immune phenotype of *for^R^* (Fig. S1C). Because *Dorsal* is reported not to be required for *Drs* induction in adults upon infection, we investigated the *Dif* locus by PCR. We found that our *for^R^* line contains foreign sequence of approximately 5 kb, possibly representing an accidental transposable element insertion at the third exon of Dif-RC (Fig. S1D and E), using several primers as shown in Fig. S1D or as follows: Dif-genome-PCR-F1-6: 5′-CGT ATC CAC TCC ACC AG-3′; Dif-genome-PCR-F1-7: 5′-ATT GGA AGG GTA GAC ACA TT-3′; Dif-genome-PCR-F1-8: 5′-GGT AGG ACT ACA GCC GTT TA-3′; Dif-genome-PCR-F1-9: 5′-ATG CCA AAC CCT TCC-3′; Dif-genome-PCR-F1-10: 5′-AGA TTG CCG ACC TTA AGA C-3′; Dif-genome-PCR-F1-11: 5′-GAA GGA GGT TGA ATC TCG-3′; Dif-genome-PCR-F1-12: 5′-TTC ATG GGT TCA TCT CAG T-3′; and Dif-genome-PCR-R1-6: 5′-AGC CTA AGC TCC AAT AGA ACT-3′. These results indicate that nmc represents a serendipitous mutation of the *Dif* gene. As the induction levels of *Drs* upon systemic infection with *S. saprophyticus* in *for^R^* hemocytes and *for^R^/Df(2L)ED1161* are comparable (Fig. 1C), the *Dif^nmc^* allele might be considered as a null or strong hypomorphic allele. We used this *for^R^ Dif^nmc^* line as the *Dif* mutant line in this study (note that *for^R^ Dif^nmc^* is denoted *Dif^nmc^* in this manuscript).

#### *spz^Δ8-1^* and *Drs^Δ7-17^* mutants

*spz* or *Drs* mutants were generated using the CRISPR/Cas9 system as described in Kondo and Ueda (2013). A double-gRNA vector was constructed using pBFv-U6.2, pBFv-U6.2B, and the following primers: spz_in1_1_F: 5′-CTT CGT GCT TGT CTT AAG AAG ACA-3′; spz_in1_1_R: 5′-AAA CTG TCT TCT TAA GAC AAG CAC-3′; spz_ex1_1_F: 5′-CTT CGC AGG TGA TTG GCG GAT CGG-3′; spz_ex1_1_R: 5′-AAA CCC GAT CCG CCA ATC ACC TGC-3′; Drs-int1-1-F; 5′-CTT CGA AAA GGT TCT CAC GGA GCT-3′; Drs-int1-1-R: 5′-AAA CAG CTC CGT GAG AAC CTT TTC-3′; Drs-ex1-1-F: 5′-CTT CGC AGC CCC AGT CTG AAG TGC-3′; Drs-ex1-1-R: 5′-AAA CGC ACT TCA GAC TGG GGC TGC-3′. The constructed vector was used to generate the *U6-spz-gRNA* line, by using the *y^1^ w^67c23^; P{CaryP}attP2* (BDSC, 8622) line (performed in BestGene). The *U6-spz-gRNA* line was crossed to *nos-Cas9* (National Institute of Genetics, CAS-0001) as described in Kondo (2014) to generate candidate deletion lines. Genomic DNAs of each candidate mutant were screened by PCR to check for the deletion (Fig. S2) using the following primes: spz-Fw: 5′-GGA ACT GCT AGA ACA ACT ATG GA-3′; spz-Rv: 5′-CAG TAA CAC CAG CTA CCA GT-3′; Drs-Fw: 5′-GTG ACT GCA CAT GTA TCA TCA TAA TTT G-3′; and Drs-Rv: 5′-GTA GGT CGG GAA CAT TAG GG-3′. One line, *spz^Δ8-1^*, was found to harbor a 350 bp deletion that includes the start codon (Fig. S2); in addition, the line, *Drs^Δ7-17^* was found to have a 210 bp deletion that includes the start codon (Fig. S2); thus, we used these lines as *spz* or *Drs* null mutants, respectively.

To provoke neural activity, *ppk-GAL4* or *GAL4^109(2)80^ UAS-mCD8::GFP* was crossed to *UAS-dTrpA1* and maintained at 18°C until they had developed into third instar larvae. In *ppk-GAL4*, third instar larvae were incubated at 29°C prior to assessment. In *GAL4^109(2)80^*, third instar larvae were incubated in a water bath at 37°C twice for 2 min (10 min intervals at 25°C), then maintained at 25°C for 4 h and used for assays.

To inhibit neural activity, *GAL4^109(2)80^ UAS-mCD8: GFP* was crossed to *UAS-shi^ts^* and maintained at 18°C. Third instar larvae were incubated in a water bath at 32°C for 5 min and experiments were performed at 30°C with warmed equipment. Pinched larvae were moved to agar plates and maintained at 25°C.

To remove sensory neurons or hemocytes, *ppk-GAL4*, *GAL4^109(2)80^ UAS-mCD8::GFP*, or *hmlΔ-GAL4 UAS-2×EGFP* were crossed to *UAS-rpr UAS-hid* and maintained at 18°C. Third instar larvae were incubated at 29°C for two days to induce apoptosis and observed under a stereo fluorescence microscope (M205FA, Leica, Wetzlar, Germany) to check the decrease of GFP signal, or used for the assays.

To inhibit exocytosis and phagocytic activity of hemocytes, *hmlΔ-GAL4 UAS-2×EGFP* was crossed to *UAS-shi^ts^* and maintained at 18°C. Third instar larvae were incubated at 29°C for two days, the experiments were performed at 25°C, and the pinched larvae were soon moved to agar plates and maintained at 29°C.

### Microbial infection and pinching

The following pathogens were used for infection: *Ecc15* (IFO3830) and *S. saprophyticus* (GTC0205). For larval infection, overnight bacterial cultures were concentrated by centrifugation, the pellet was washed with phosphate-buffered saline (PBS), and the larvae were then placed on a cold agar plate and pricked with a fine tungsten needle until complete penetration was achieved (Seimi, Sendai, Japan; total length: 43.5 mm; diameter: 0.2 mm; taper length: 2.5 mm) (Fig. S3A) that had been dipped in a pellet of concentrated bacteria (Fig. S3B) and moved to sealed Petri dishes containing apple juice agar. The needle was frequently changed before it became dull.

To monitor survival, 60 larvae of each genotype were incubated at 29°C after infection and the surviving larvae were every 2 h during transfer to fresh apple juice plates.

To assess the bacterial load in larvae, a colony-forming unit (CFU) assay was performed. Larvae were collected and their surfaces were sterilized with 70% ethanol. At total of 20 larvae of each genotype were homogenized in 500 μl nutrient broth (NB) bacterial medium, serially diluted, and plated onto NB medium plates.

For pinching larvae, MilliQ water was poured into *Drosophila* vials and the water and larvae were moved to Petri dishes. The middle part of third instar larvae were gently (0.2-0.25 MPa, Prescale, Fujifilm, Tokyo, Japan) pinched by forceps (Dumont, 0108-5-PO) for about 1 s (Fig. S3C), and then the larvae were moved to sealed Petri dishes containing apple juice agar. Melanization spots and GFP signals in larvae after pinching were observed using a fluorescent stereo microscope.

### Rearing the axenic fly line

To obtain germ-free larvae, embryos were washed with bleach as described in Broderick et al. (2014). Briefly, embryos were rinsed in 70% ethanol for 1 min, placed in a 2.5% solution of sodium hypochlorite for 2 min, and then washed with 70% ethanol for 2 min. Embryos were then rinsed in sterile MilliQ water. Embryos were transferred to sterile foods and developed to larvae.

To check the axenic state, bacterial DNA was extracted from whole larvae and assessed by real-time qPCR using 16S rRNA primers (Suau et al., 1999).

### Total RNA isolation, real-time qPCR, and microarray analysis

Larvae infected with bacteria or pinched by forceps were collected. Total RNA (1 µg), isolated from around 10 larvae using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA), was used for cDNA synthesis with ReverTra Ace reverse transcriptase (Toyobo Ltd., Osaka, Japan) and oligo (dT) 15 primers (Promega, Madison, WI, USA). Using first-strand cDNA (0.5 μl), real-time qPCR was performed using a LightCycler (Roche Diagnostics, Roswell, GA, USA). *rpL32* was used as the internal control. The following primers were used for real-time qPCR (F=forward, R=reverse): *rpL32*: 5′-AGA TCG TGA AGA AGC GCA CCA AG-3′ (F), 5′-CAC CAG GAA CTT CTT GAA TCC GG-3′ (R); *Drs*: 5′-TTG TTC GCC CTC TTC GCT GTC CT-3′ (F), 5′-GCA TCC TTC GCA CCA GCA CTT CA-3′ (R); *Dpt*: 5′-GTT CAC CAT TGC CGT CGC CTT AC-3′ (F), 5′-CCA AGT GCT GTC CAT ATC CTC C-3′ (R); 12S rRNA: 5'-TGG CGG TAT TTT AGT CTA TCT AGA GG-3′ (F), 5′-TAA GCT ACA CCT TGA TCT GA-3′ (R); and 16S rRNA: 5′-CAG GAT TAG ATA CGG TGG TAG T-3′ (F), 5′-TAA CCA CAT GCT CCA CCG CTT-3′ (R).

For microarray analysis, total RNA from *Drosophila* larvae homogenized in TRIzol was isolated using an RNeasy kit (Qiagen, Venlo, The Netherlands). The RNA quality was checked using an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). Total RNA (1 μg) was amplified and labeled as complementary RNA (cRNA) using an IVT Labeling Kit (Affymetrix, Santa Clara, CA, USA). Affymetrix *Drosophila* Genome 2.0 arrays were hybridized with 30 μg labeled cRNA, washed, stained and scanned (Goto et al., 2010). Data were analyzed by R software (https://www.r-project.org/).

### Statistical analysis

Statistical analyses were performed using the Student's *t*-test or log-rank test, and *P*<0.05 was considered significant.

How the deposited data were processed for this re-analysis (not part of the article)

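RNA of whole *y w* larvae had been hybridized to 9 Affymetrix Drosophila Genome 2.0 arrays, 3 for untreated larvae at 0 h, 3 for larvae 4 h after clean injury and 3 for larvae 4 h after pinching. The authors deposited 1 log2 value per probe set and array. The paper's methods name R for the analysis, and the background correction, normalization and summarization behind the deposited log2 values are not given in the sources used here. That the values are log2 was checked against Tables 1 and 2, whose fold changes equal 2 to the power of the difference between group means. The distributions of the arrays nearly match, with medians from 4.94 to 5.08, so no further normalization was applied. The sample labels call the arrays of each group biological replicates, and how the larvae were divided among them is not described in the sources used here. With 3 arrays per group the precision is limited, and a signal near the lower end of the scale can be background, since no detection calls were used here.

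Of 18952 probe sets, 183 control probe sets were left out and 18769 were tested, without a filter on dim probe sets. limma 3.58.1 in R 4.3.3 was used (lmFit, contrasts.fit and eBayes), with a mean per group, all 9 arrays in a single fit, two-sided tests and Benjamini-Hochberg adjustment over all probe sets tested. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The threshold was an adjusted p of 0.05. The prior had 4.25 degrees of freedom. The fit was tested on simulated arrays drawn with the means and spreads of the 18769 probe sets, of which 200 were changed. In the simulated comparison of pinching with untreated larvae it recovered 38% of the probe sets changed 1.5-fold, 88% of those changed 2-fold, 100% of those changed 4-fold and 98% of those changed 10-fold, with 3 false calls among 165.

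Gene names came from the platform's annotation, with symbols looked up by gene identifier in the RefSeq gene table of Release 6 plus ISO1 MT, which changed 0 symbols. A single gene is named for 13646 probe sets, several for 402 and none for 4721, and 8 probe sets were named from Tables 1 and 2. Probe sets with several genes went into no list. The probe sets of *IM10* were left out of the lists, because that name stands for more than 1 current gene.

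Before the deposited data were examined, 25 gene lists were fixed, covering immune peptides, immune and stress pathways, chitin and cuticle, detoxification, nutrition, development and markers of other cell types. Tables 1 and 2, which come from the same arrays, had been seen by then. They hold 9 genes of the bomanin list, 2 antimicrobial peptide, 2 Turandot, 3 cuticle protein and 1 chitin gene. They also hold 1 gene each of the cytochromes P450, glutathione S-transferases and UDP-glycosyltransferases. Each gene was represented by its probe set with the highest mean over the 9 arrays. Of the list genes with several probe sets, 42 in number, 6 had probe sets that changed in opposite directions while at least 1 was called after pinching. Lists were tested with camera at a preset correlation of 0.01 over 11986 genes, and again with an estimated correlation, with Benjamini-Hochberg adjustment over the lists of a comparison. Genes were named in the text by a rule fixed at the same time: per comparison, the 10 largest rises and 10 largest falls among called probe sets whose groups do not overlap, every probe set of Tables 1 and 2, the genes the results name, the diptericin genes, *RpL32*, and up to 4 members of each list with the smallest p. Values in Tables 1 and 2 had been seen when the rule was written. Further list members, and probe sets that differed between the treatments, were named after their values were seen.

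The samples of the groups carry the same replicate numbers. Deviations from the group means of arrays with the same number correlated in each of the 9 pairs, with r from 0.189 to 0.548. For arrays with other numbers r lay between -0.463 and 0.16. Deviations within a group cancel out, so positive r between equal numbers lowers r between other numbers. The low r between other numbers is thus no separate evidence. From the positive r in all 9 pairs with the same number, the numbers were taken to pair the samples. This is an inference from the same values, since the labels do not state a pairing. The planned fit without pairs stayed the main one. Fits with the replicate number as a block are given beside it for many of the results that they change. The fits that each left out 1 array used no block.

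Alternatives set before the data were examined were quantile normalization, centring of each array on its median, leaving out the 40% of probe sets with the lowest mean or those that can cross-hybridize, fitting only the 6 arrays compared, the methods' t-test, an intensity trend with a robust prior, the replicate block, a 2-fold minimum, leaving out each array, and for lists the mean over a gene's probe sets and the estimated correlation. The pseudocount planned for linear values did not apply. The overlap between the treatments was set beside 100 simulations of unchanged groups with shared untreated arrays. The experiments measured by qPCR, survival or imaging were not analysed here.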

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

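The tests of what lies behind *Drs* in untreated replicate 3, behind the smaller rises after pinching and behind the falls of cuticle protein genes, and the tests of lists between the treatments without each array, with the block and by pair, were chosen only after those results were seen.

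*CG16772* was the probe set called between the treatments, at 5.55 ± 0.24 after pinching and 7.33 ± 0.23 after clean injury (log2, SD, n = 3 arrays each), a difference of -1.78 (standard error 0.15, adjusted p = 0.00437 from limma). In untreated larvae it was at 5.02. The call was lost when only the 6 arrays compared were fitted (adjusted p = 0.057) and with the methods' t-test with Benjamini-Hochberg adjustment, and *CG16772* kept it without each array in turn, when 2 probe sets were called without untreated replicate 1 or clean injury replicate 3 and 3 without untreated replicate 2. With the replicate number as a block, 8 probe sets were lower after pinching than after clean injury and none was higher. Among them were *Listericin*, an antibacterial protein gene, with a difference of -1.91 (adjusted p = 0.000166 with the block and 0.422 without), *DptB* with -2.48 (0.0124 and 0.133) and *BomS5* with -1.25 (0.0128 and 0.184). All 20 probe sets with the largest mean rise over both treatments had a lower value after pinching, with a median difference of -0.79 on the log2 scale. Of the 20 probe sets with the largest mean fall, 10 fell less after pinching. Strong falls can end near the middle of the scale, as that of *CG10560* did at 3.91, 4.47 and 4.54 after pinching. A narrower range of values on the pinching arrays would leave little trace there, so the falls cannot decide on it. The 95th percentiles were 9.81 and 9.83 on pinching replicates 2 and 3, and 9.79, 9.79 and 9.82 after clean injury. The 5th percentiles were 2.20 and 2.27, and 2.23, 2.21 and 2.28. These values argue against a narrower range on pinching replicates 2 and 3. Pinching replicate 1 had a lower 95th percentile, 9.64, but without it the median difference of the rises was still -0.774. The values argue against a single low pinching array. The median difference was still -0.577 without pinching replicate 3, the array whose omission brought it nearest to 0.

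Without the block, 9 of 13 bomanins and other immune-induced peptides and 4 of 13 antimicrobial peptide genes were lower after pinching than after clean injury when adjusted over the list alone, and none when adjusted over all probe sets. In camera the adjusted p was 5.84e-25 for the bomanin list, and the adjusted p was 0.0429 with an estimated correlation. In the 9 fits that each left out 1 array the latter lay between 0.0539 and 0.241, so that call was lost in each, while with the preset correlation the highest was 5.19e-17. The bomanin count adjusted over the list alone ranged from 5 (without pinching replicate 3) to 11, and was 6 without clean injury replicate 2. For the antimicrobial peptides the adjusted p was 5.67e-05, and the adjusted p was 0.115 with an estimated correlation. The Turandot and Toll lists were also lower with the preset correlation (0.00106 and 0.00349) but not with an estimated one (0.502 for each). The muscle markers were higher after pinching than after clean injury with the preset correlation (0.0129) and not with an estimated one (0.502). With the replicate number as a block, 12 of the 13 bomanin and other immune-induced peptide genes and 5 of the 13 antimicrobial peptide genes were lower after pinching when adjusted over the list alone. In that fit 3 of the 5 Turandot genes were lower too. The adjusted p from camera was then 2.95e-25 for the bomanin list, and the adjusted p was 0.139 with an estimated correlation, while the cuticle proteins were higher at the preset correlation (0.0464, and 0.783 with an estimated one). All 13 genes of the bomanin list were lower after pinching in each of the 3 pairs of arrays with the same number. A stronger rise of bomanin genes after clean injury than after pinching is thus a hypothesis, found and tested on the same arrays. The methods describe a cold agar plate for pricking and water for pinching. Such differences in handling cannot be told apart from those between the injuries.

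*TwdlN*, a cuticle protein gene that the paper does not discuss, fell after clean injury with a log2 change of -2.80 (standard error 0.54, adjusted p = 0.0095 from limma). Gene lists that the paper does not discuss for the arrays also passed camera with the preset correlation. After pinching these were the Toll list with a median log2 change of 0.275, the IMD list with 0.396 and the glutathione S-transferases with -0.293. After clean injury they were the Toll list with 0.313, the IMD list with 0.39, the JAK-STAT pathway with 0.343, the JNK and wound list with 0.324 and the muscle markers with -0.284. With an estimated correlation the adjusted p of these lists lay between 0.337 and 0.775, so none passed.

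*Drs* in untreated replicate 3 stood 2.60 above the mean of the other 2 untreated arrays on the log2 scale, and *AttA*, *AttD* and *PGRP-SB1* stood 1.73, 1.33 and 0.864 above it, whereas *Mtk* and *DptB* differed from it by -0.596 and -0.509. RNA of treated larvae in that sample would need a share of 3.42% of the treated signal to give this *Drs* value, and would then raise the 11 called bomanin and immune-induced peptide genes by a median of 2.10. Their median was 0.067, with a highest value of 0.665 and a lowest of -0.417, which argues against such an admixture. No biological explanation was tested, and the source of the *Drs* signal stays open.

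Of the 26 cuticle protein genes called lower after pinching, 22 were also called lower after clean injury. Whether the falls come from the injuries or from handling, the change of food or 4 h of growth cannot be told apart, because the untreated larvae were taken at 0 h and no array of handled but uninjured larvae at 4 h was used here.

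For 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real split called 1727 probe sets for pinching against untreated larvae and 1906 for clean injury against untreated larvae, and the highest other split of each called 0, so 1 split reached the real count. For pinching against clean injury the real split called 1 probe set and the highest other split also called 1, so 2 splits reached the real count. Of the 4 splits that part all 3 pairs of arrays with the same number, the others called 0 in each comparison. With the block, the real splits called 3071, 3502 and 8, and the others that part the pairs called 0.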

How the results depend on the processing

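The alternatives were set before the data were examined. None of the 192 named-gene results put through them changed direction. These were the called results and those of *DptB* and *RpL32*, and other results that were not called were not put through them. The median log2 change of some lists changed direction, and so did the balance of the higher and lower counts. The cause of each change below was not tested. A pseudocount did not apply, since the values are log2.

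The replicate block uses the pairing that was inferred from the values. With it the counts were 1426 higher and 1645 lower after pinching, and 1892 higher and 1610 lower after clean injury. It called 8 probe sets lower after pinching than after clean injury. The block also gave 47 cuticle protein genes lower.

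After clean injury more probe sets were lower than higher with quantile normalization (963 higher and 1214 lower), arrays centred on the median (915 and 1132), an intensity trend and robust prior (912 and 925), and without pinching replicate 3 (909 and 935), as with the unadjusted t-test and the 2-fold minimum below. After pinching more were higher than lower with the adjusted t-test below, without pinching replicate 1 (974 and 648) and without untreated replicates 1 or 3.

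The list medians that changed sign lay near 0, and these lists did not pass camera in any of those fits. Without probe sets that can cross-hybridize, the median for melanization and clotting was -0.119 after pinching and -0.193 after clean injury, and for fat body markers -0.211 and -0.222. With arrays centred on the median it was -0.034 for midgut proteases after pinching and -0.0194 for hemocyte markers after clean injury, and without the dimmest 40% of probe sets -0.12 for the latter. Without each array in turn the medians after pinching ranged from -0.0204 to 0.106 for melanization and clotting, -0.0579 to 0.273 for glue genes, -0.0178 to 0.22 for nutrient genes, -0.0317 to 0.0854 for fat body markers, -0.131 to 0.0581 for cytochromes P450 and -0.0849 to 0.069 for midgut proteases. After clean injury they ranged from -0.000932 to 0.346 for glue genes, -0.0277 to 0.0883 for fat body markers, -0.0572 to 0.0967 for hemocyte markers, -0.0492 to 0.0288 for neuron markers, -0.139 to 0.00923 for cytochromes P450 and -0.116 to 0.048 for midgut proteases.

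The methods' t-test with Benjamini-Hochberg adjustment gave far fewer calls: 25 higher and 14 lower after pinching, 85 higher and 36 lower after clean injury, and 0 lower after pinching than after clean injury. After pinching it called 0 antimicrobial peptide, 7 bomanin and other immune-induced peptide and 0 Turandot genes higher, 0 chitin genes higher and 1 lower, and 0 cuticle protein genes higher and 1 lower. The t-test without adjustment gave 1633 and 1715 for pinching, 1969 and 2299 for clean injury, 184 and 212 for pinching against clean injury, and 8 chitin genes higher. A 2-fold minimum left 217 and 271 for pinching, 276 and 288 for clean injury, 1 chitin gene higher and 5 lower, and 3 cuticle protein genes higher and 16 lower. The 6 arrays compared alone gave 579 lower after pinching and 0 lower after pinching than after clean injury.

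Leaving out 1 array at a time gave 418 to 974 higher and 373 to 1008 lower after pinching, fewest without untreated replicate 3, with 465 and 433 without untreated replicate 1 and 443 and 545 without pinching replicate 2. After clean injury it gave 441 to 1266 higher and 327 to 1225 lower, fewest without clean injury replicate 2 and most without pinching replicate 1, with 502 and 412 without untreated replicate 1, 482 and 358 without untreated replicate 3, and 523 and 392 without clean injury replicate 1. Lower after pinching than after clean injury were 1 to 3, with 3 without untreated replicate 2 and 2 without untreated replicate 1 or clean injury replicate 3. The antimicrobial peptide genes called higher numbered 3 to 5, Turandot genes 1 to 2 (1 without untreated replicate 3, pinching replicate 1 or pinching replicate 2), chitin genes 5 to 7 higher and 7 to 9 lower, and cuticle protein genes 3 to 5 higher (3 without untreated replicates 1 or 3 or pinching replicates 1 or 2) and 13 to 39 lower (13 without untreated replicate 3, 14 without untreated replicate 1, 15 without pinching replicate 2). The correlation between the treatments was 0.892 to 0.955.

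Of 192 results for named genes, 147 lost their call with the adjusted t-test, 45 with a 2-fold minimum, 11 on the 6 arrays compared alone, 5 with quantile normalization, 5 with an intensity trend and robust prior, 3 with the unadjusted t-test, which called 1 more, and 1 with arrays centred on the median. Leaving out each array gave 1728 such results, of which 205 lost their call. With the replicate number as a block none of the 192 lost its call.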

Differences from the paper's values

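All 80 fold changes of Tables 1 and 2, for 40 probe sets after pinching and after clean injury, were compared with those computed here as 2 to the power of the difference between group means. All 80 match within 1 unit of the second digit read from the tables. The paper names *TotA* among the induced genes. It was not analysed here, because no probe set carries that name in the annotation used. Genes of the chitin synthesis and remodelling list fell and rose, as counted beside the paper's statement, with 8 lower and 5 higher of 40. The paper's statement cites Table 2, the largest falls, which holds 1 gene of this list. The count thus covers another set of genes and is no test of that statement. At least 2-fold, 5 were lower and 1 was higher.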

Other observations

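Some genes of nutrient use changed after both treatments, a group the paper does not describe. Of 23 measured genes of the starvation and nutrient response, 5 were lower and 6 were higher after pinching. The genes that fell encode enzymes of fatty acid synthesis, *ACC* with a log2 change of -2.10, *AcCoAS* with -1.79 and *FASN1* with -1.35, and the maltase genes *Mal-A8* and *Mal-A7*. Those that rose were *Lip3*, a lipase gene induced by starvation, which rose 8.55-fold (adjusted p = 0.00114 from limma), *tobi*, *Gnmt*, *whd*, *Sesn* and *InR*. Of the 9 fits that each left out 1 array, *Mal-A7* kept its call in 4, and *Sesn* and *InR* each in 3. A second probe set of *whd* had a log2 change of -0.20 and did not pass the test. After clean injury the counts were also 5 lower and 6 higher. The list as a whole did not pass camera after pinching (adjusted p = 0.883). The untreated larvae were taken at 0 h. Whether these changes come from the injuries or from handling, the change of food or 4 h of growth cannot be told apart.

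Some detoxification genes fell and others rose. Of 34 measured glutathione S-transferase genes 5 were lower and 1 was higher after pinching (7 and 2 when adjusted over the list alone, 12 and 2 with the replicate number as a block), and of 35 UDP-glycosyltransferase genes 6 were lower and 1 was higher (8 and 2 when adjusted over the list alone and also with the block). Of 22 digestive protease genes of the midgut 3 were lower and 2 were higher (4 and 4 when adjusted over the list alone). Of 12 hemocyte markers the collagen IV genes *vkg* and *Col4a1* were lower and *atilla*, a lamellocyte marker, was higher (3 lower and 3 higher with the block). Of 5 fat body markers *Apoltp* was lower, of 9 muscle markers *Act87E* was lower, and of 10 neuron markers, 16 testis markers, 9 glue genes, 9 clock genes and 26 ribosomal protein genes none passed the test after pinching. Of the 9 fits that each left out 1 array, *vkg* kept its call in 6, *Apoltp* in 5, *Col4a1* in 4 and *Act87E* in 2, and *Act87E* lost it with quantile normalization (adjusted p = 0.07) and on the 6 arrays compared alone (0.0733). With the block, 2 fat body markers, 2 muscle markers and 2 glue genes were lower, and 1 neuron marker, 1 glue gene and 1 clock gene were higher. In camera with the preset correlation the adjusted p was 0.557 for the neuron markers, 0.0882 for the testis markers, 0.883 for the glue genes, 0.883 for the clock genes, 0.119 for the ribosomal protein genes, 0.135 for the muscle markers, 0.554 for the fat body markers and 0.779 for the hemocyte markers. Of 19 genes of the ecdysone response 1 was higher and 1 was lower (3 and 2 with the block).

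Clean injury raised 7 of 13 antimicrobial peptide genes, among them *DptB* with a log2 change of 3.07 (standard error 0.35, adjusted p = 0.000598 from limma). After pinching *DptB* did not pass the test. The difference between the treatments passed with the replicate number as a block (adjusted p = 0.0124) and without it when adjusted over the list alone (adjusted p = 0.000368), but not when adjusted over all probe sets (adjusted p = 0.133).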
